A study of Mus musculus with 24 samples. Its data were reported in "GLI transcriptional repression regulates tissue-specific enhancer activity in response to Hedgehog signaling" (2020).

How the data were processed

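The data were the peak lists of 7 ChIP-seq conditions: H3K27ac and H3K4me2 in WT and Shh-/- forelimb buds, H3K27me3 in Shh-/- forelimb buds, and H3K27ac in NIH3T3 cells with purmorphamine or DMSO. Groups were taken from the sample labels. The authors called peaks with CisGenome 2.1.0 on mm10, against input, entering both replicates of a condition together, so each list belongs to pooled replicates. In the limb, H3K27ac and H3K4me2 had 1 input library per condition. Reads per library, the aligner's settings and the authors' filters were not used here and the depth per library cannot be read from the lists; the study states only a minimum. By the study's methods the WT limb controls were WT and heterozygous littermates together. The precision of a share was given as a 95% Wilson interval from the number of peaks, which covers counting error only.

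The authors deposited for each peak a rank, its position, its length and 4 measures. The first is a false discovery rate, which is a q-value computed by the authors' peak caller. The second is a score, the authors' largest statistic of ChIP against input within the peak, on which the deposited rank is ordered. The third is the authors' largest log2 ratio of ChIP to input, and the fourth is −log10 of the smallest Poisson p-value, as deposited. Scores were at least 3.00 in all 7 lists and −log10 values at least 5.00, while the highest FDR differed between lists, so the lists were limited by the score and the Poisson p-value and not by a common FDR. These values are the authors' own and were used only to rank, filter or describe peaks within a list.

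Peaks on chromosomes 1 to 19, X and Y were used. All peak ends lay within the chromosome lengths of GRCm38, the assembly that mm10 names, and its sequence and the basic GENCODE annotation vM21 supplied motifs and gene positions. Coordinates are 1-based. A peak was shared if it overlapped a peak of the other list by at least 1 bp. Chance overlap came from 100 shuffles of peak positions within chromosomes.

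Unshared peaks were compared with shared peaks of the same list within strata of score decile and width decile. The matched share weights the shared peaks of each stratum by its number of unshared peaks, and 6 WT-only peaks in strata with no shared peak were left out. The plan was to draw shared peaks with replacement. This was tested on simulated data only after the first results had been seen. On simulated features with no difference, that test gave p under 0.05 in 26.5% of 200 runs over 49679 peaks, because it takes the shared share as known. The labels were therefore permuted within strata (10000 permutations, two-sided), which gave p under 0.05 in 2.00% of the same 200 runs, in 6.00% of 200 runs with a rare feature, and found a built-in difference of 3.00 points in 100% of 200 runs, with a mean estimate of 2.98 points. The change of method made p-values larger and moved the differences only by the chance of the draws. Without matching, features with no difference gave a mean difference of -14.1 points. For clustering, equal numbers of WT-only and shared peaks were taken per stratum, since some strata held more WT-only than shared peaks, and labels were permuted 1000 times. Of 100 simulated label sets with no clustering 8.00% had p under 0.05, and of 100 clustered sets 100% were found, with 200 permutations on 10420 peaks. The overlap functions were checked against bedtools 2.31.1, which gave the same 25606 shared WT H3K27ac peaks. The SE over chromosomes leaves out each of 20 chromosomes with at least 100 peaks in turn. All p-values describe these lists and not the conditions, as peaks are the units and the conditions have no replicate lists.

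Motif matches were exact on either strand within a peak. The rule for named items, set before the data were examined, was 14 loci (Shh, 12 Hedgehog targets and Actb) with 20 kb on either side, the 5 regions the study tested by quantitative PCR, and the 3 best-ranked unshared peaks per list. Hand2, Gli1, Grem1 and Ptch1 are given in detail here. Some of the other loci are not reported here one by one. The pooled test over the 12 target loci, the sets of other gene loci (10000 drawn, each region replaced by a gene locus whose number of peaks was within 20% or 1 peak), the motif tests in NIH3T3 cells, the chromosome shares and the 5 Mb blocks were added after the data were examined. The mirror comparison of Shh-/- only peaks was not in the plan either.

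The alternatives were an overlap of at least 50% of the peak, a gap of up to 500 bp counted as shared, the better-ranked 50% of every list or of the classified list alone, lists of equal size, peaks within 1 kb merged, base pairs in place of peaks, no matching, autosomes only, a narrower promoter of 500 bp on either side, 1 mismatch in the motif and neighbours within 20 kb. An FDR under 0.05 in every list was added after the data were examined, as were all alternatives for the target loci and for the motif tests in Shh-/- only and NIH3T3 peaks. A test of differential enrichment with limma had been planned for the case that reads per library and peak were at hand; it was not run here, since peak lists hold no values per library. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.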

Results

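Chromatin immunoprecipitation and sequencing (ChIP-seq) had been used to map 3 histone marks in mouse forelimb buds with and without Sonic hedgehog, the ligand that activates the Hedgehog pathway in the limb. H3K27ac is acetylation of lysine 27 of histone H3 and marks active enhancers and promoters, H3K4me2 marks enhancers and promoters whether or not they are acetylated, and H3K27me3 is deposited by Polycomb complexes at silenced genes. Limb buds came from wild-type (WT) and Shh-/- embryos with 32 to 35 somites, and 400000 cells were used per immunoprecipitation. The labels call the controls wild type, and by the study's methods they were somite-matched littermates of the mutants that included heterozygous embryos. The same H3K27ac assay was done in NIH3T3 cells, a mouse fibroblast line that responds to Hedgehog, after 48 h with 400 nM of the pathway agonist purmorphamine or with the solvent DMSO. There were 24 libraries in 14 groups, of which 14 libraries were immunoprecipitations (2 per condition and mark) and 10 were inputs. H3K27me3 was analysed here in Shh-/- limb buds only.

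The data were 7 lists of peaks, each called by the authors from both replicates of a condition together. A list therefore has no replicate of its own, and no difference between 2 lists could be set against the spread between replicates. Read depth per library cannot be read from the lists, and the minimum the study states is quoted among its values. The lists held 49679 H3K27ac peaks in WT and 43916 in Shh-/- limb buds, 36613 H3K4me2 peaks in WT and 38497 in Shh-/- limb buds, 20846 H3K27me3 peaks in Shh-/- limb buds, and 87809 and 91023 H3K27ac peaks in purmorphamine-treated and control NIH3T3 cells. Median peak widths ran from 150 bp for H3K27me3 to 450 bp for WT H3K4me2. The lists did not reach the same false discovery rate (FDR). The highest FDR was 0.0473 in the WT H3K27ac list, 0.0673 in the Shh-/- H3K27ac list, 0.113 and 0.115 in the WT and Shh-/- H3K4me2 lists and 0.255 in the H3K27me3 list, where 47.2% of peaks had an FDR under 0.05. In NIH3T3 cells it was 0.00268 in control and 8.1e-04 with purmorphamine.

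The first comparison asked which acetylated regions are lost without Sonic hedgehog. A peak was called shared when at least 1 bp of it overlapped a peak of the other condition. Of the WT H3K27ac peaks, 25606 (51.5%, 95% Wilson interval 51.1 to 52.0) were shared with the Shh-/- list, and 24073 were WT-only. Of the Shh-/- peaks, 27070 (61.6%, interval 61.2 to 62.1) were shared and 16846 were Shh-/- only. Peaks shuffled within their chromosomes overlapped in 1.42% and 1.61% of cases. The intervals cover counting error alone, since neighbouring peaks are not independent. The share depended most on the alternative that kept the better-ranked 50% of the WT list against the whole Shh-/- list, which gave 75.1%.

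Sharing followed the authors' rank within each list. Of the best-ranked decile of WT H3K27ac peaks 99.2% were shared, and of the worst-ranked decile 21.7%. The best decile held 41 WT-only peaks among 4967, a share of 0.825% (interval 0.609 to 1.12), and the best decile of the Shh-/- list held 6 Shh-/- only peaks among 4391, or 0.137% (0.0626 to 0.298). Unshared WT peaks were narrower, with a median width of 150 bp against 500 bp for shared ones, and 37.2% of them lay within 500 bp of a Shh-/- peak.

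**Figure D1:**
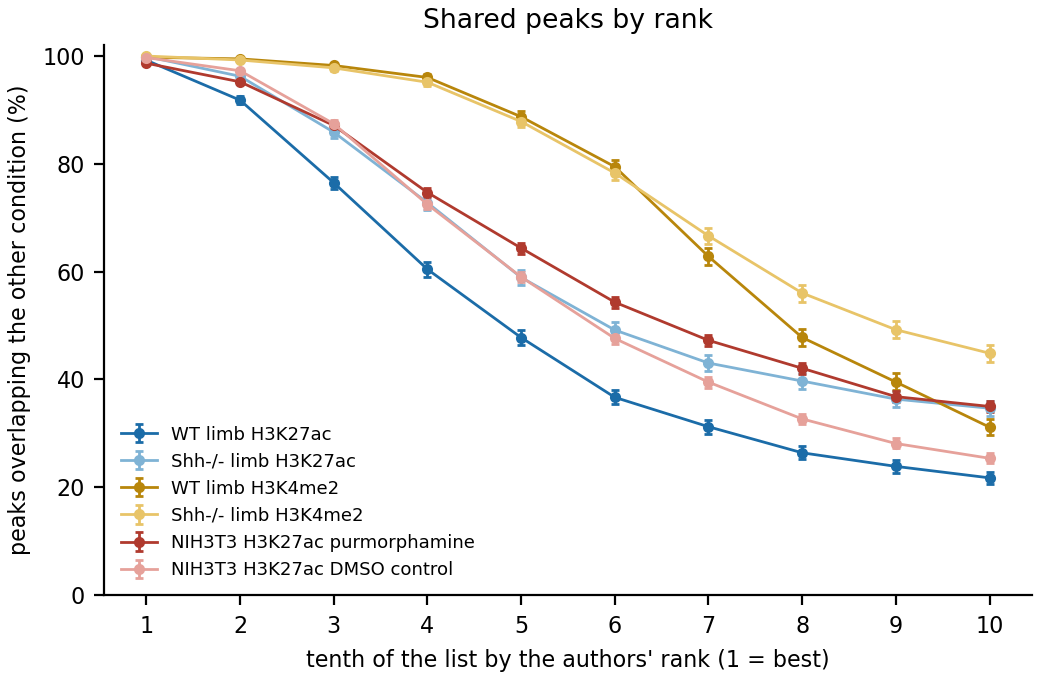
Percent of peaks that overlap a peak of the other condition by at least 1 bp (vertical axis), for each decile of a list in the authors' rank order (horizontal axis, 1 is best), with 95% Wilson intervals as bars. In the WT H3K27ac list the share falls from 99.2% in the best decile to 21.7% in the worst, and both H3K4me2 lists are at 95.1% or above in each of their best 4 deciles.

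The same comparison for H3K4me2 asked whether another mark of active regions changes. Of the WT H3K4me2 peaks 74.3% (73.8 to 74.7) were shared with the Shh-/- list, and 77.5% (77.1 to 77.9) in the other direction. In the better-ranked 50% of the lists, 657 WT and 776 Shh-/- H3K4me2 peaks were unshared, against 6183 WT and 3797 Shh-/- H3K27ac peaks. In NIH3T3 cells 63.5% (63.2 to 63.8) of the purmorphamine peaks were shared with control, and 58.9% (58.6 to 59.2) of the control peaks were shared with purmorphamine. The best-ranked decile held 121 purmorphamine-only peaks among 8776 and 31 control-only peaks among 9098.

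The best-ranked peaks without a counterpart were examined as items chosen in advance, with positions in mm10 and annotation from GENCODE. The best WT-only H3K27ac peak (rank 979) was at chromosome 13, 97576700 to 97577749, in an exon of Gm5086, but a Shh-/- peak lay 151 bp away. The next (rank 1158) was at chromosome 9, 62856950 to 62858449, over an exon and untranslated region of Calml4 at its transcription start, and the one after (rank 1661) at chromosome 11, 88148050 to 88149749, in an intron of Cuedc1. These were 17801 and 27901 bp from the nearest Shh-/- peak. The best Shh-/- only H3K27ac peak had rank 3198 and lay between genes at chromosome 17, 56078600 to 56078899, 735 bp from the transcription start of Hdgfl2. In NIH3T3 cells the best purmorphamine-only peak, at rank 96, was at chromosome 10, 127340150 to 127343449, over the transcription start of Gli1, with a maximum log2 ratio of ChIP to input of 5.60 by the authors' values and 27701 bp to the nearest control peak. The best control-only peak had rank 4784 and lay in an intron of Palld at chromosome 8, 61802150 to 61803849. The best unshared WT H3K4me2 peak (rank 1246, chromosome 2, 18675950 to 18676649, an exon of Commd3 with an untranslated region) was 401 bp from a Shh-/- peak. The best unshared Shh-/- H3K4me2 peak (rank 1461, chromosome 7, 29954000 to 29954449, over the transcription start of Zfp74) lay 1 bp from a WT peak.

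Loci fixed before the data were examined were counted as the gene body with 20 kb on either side. At Shh itself, the targeted gene (ENSMUSG00000002633, chromosome 5, 28456815 to 28467256, minus strand), there was no H3K27ac peak in any list. There were 3 H3K4me2 peaks in WT and 1 in Shh-/- limb buds, and 6 H3K27me3 peaks in Shh-/- limb buds, the widest from 28462000 to 28467599. Peak positions alone do not show the deletion, so they do not check the genotype labels. At the control locus Actb 3 of 8 WT H3K27ac peaks were WT-only.

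The study names many of the 12 other loci as Hedgehog targets and used these libraries, so a difference there is not independent evidence. The 12 loci make 10 separate regions, since Hoxd11, Hoxd12 and Hoxd13 lie together. They held 99 WT H3K27ac peaks, of which 69 (69.7%, 60.1 to 77.9) were WT-only. Peaks of the same score decile and width decile elsewhere gave 42.6%, a difference of 27.1 percentage points (two-sided permutation p = 2e-04, the smallest 10000 permutations can give; Benjamini-Hochberg adjusted over 6 lists, 4e-04). All 10 regions were above their matched value, and leaving out a region in turn gave 24.8 to 28.7 points. Of 49 Shh-/- H3K27ac peaks at these loci, 7 (14.3%, 7.10 to 26.7) were Shh-/- only, against 26.9% matched (permutation p = 0.0112, adjusted 0.0168). Only 2 of the 9 regions with peaks were above their matched value. Without Hand2 the difference was -7.43 points (permutation p = 0.125). WT H3K4me2 peaks were unshared in 43.6% against 30.9% matched (permutation p = 2e-04, adjusted 4e-04, 8 of 10 regions higher). Shh-/- H3K4me2 peaks were unshared in 13.4% against 22.0% matched (permutation p = 0.018, adjusted 0.0216). Without the Hoxd region that difference was -4.94 points (permutation p = 0.302). Peaks are the units of both H3K4me2 tests, and sets of other gene loci were not drawn for H3K4me2. Calls of a locus moving together therefore stay open there. Counts also depend on how a region is cut into calls. At Hand2 25 WT H3K4me2 peaks covered 7750 bp and 13 Shh-/- peaks 6850 bp. In the Hoxd11 window 36 WT H3K4me2 peaks covered 21400 bp and 27 Shh-/- peaks 15100 bp.

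At Hand2 (ENSMUSG00000038193, chromosome 8, 57320983 to 57324633, plus strand) 15 of 21 WT H3K27ac peaks were WT-only and none of 9 Shh-/- peaks was unshared. The WT peaks covered 13400 bp and the Shh-/- peaks 2950 bp. At Gli1 (chromosome 10, 127329882 to 127341974, minus strand) 3 of 4 WT H3K27ac peaks were WT-only. They lay at 127339400 to 127339999 in an intron, at 127340100 to 127341499 over an exon and untranslated region, and at 127341650 to 127341949 over an exon and untranslated region 25 bp from the transcription start. The single Shh-/- peak in that window was at Mars. At Grem1 (chromosome 2, 113746164 to 113758646, minus strand) there were 3 WT peaks and no Shh-/- peak. The 3 WT peaks had ranks 36017, 31117 and 19818 among 49679, and only 1 was in the better-ranked 50% of the list. Peaks of such ranks were often unshared elsewhere too. Ptch1 (chromosome 13, 63508328 to 63573598, minus strand) had 6 WT-only peaks among 12, and 2 Shh-/- only peaks among 9.

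**Figure D2:**
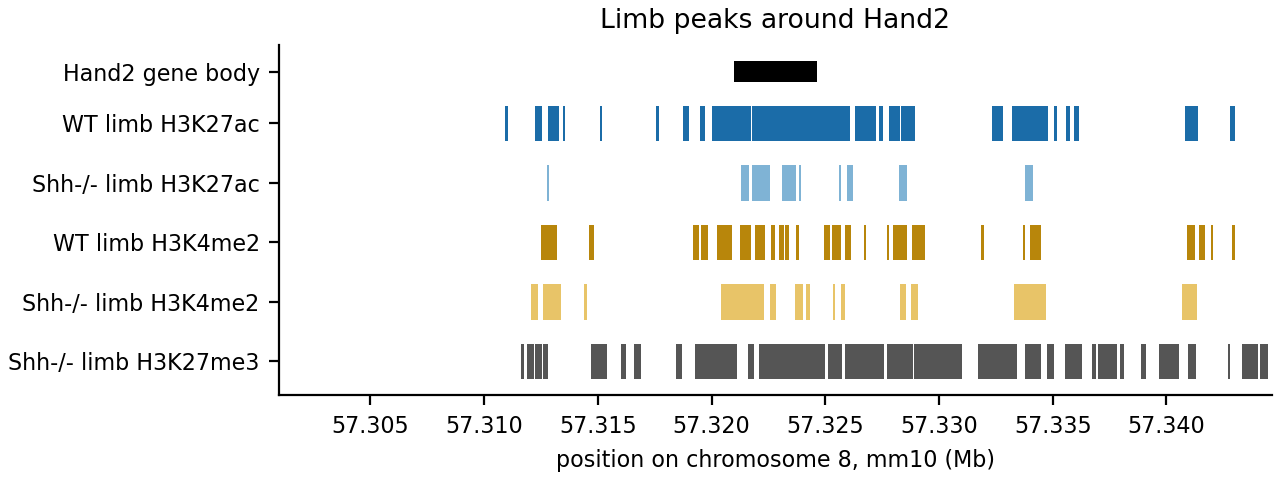
Positions of the limb peaks (bars, drawn to scale) around Hand2 on chromosome 8 in mm10, with a line for each list and the gene body in black. WT H3K27ac peaks number 21 and cover 13400 bp, and Shh-/- H3K27ac peaks number 9 and cover 2950 bp.

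In NIH3T3 cells the 12 loci held 81 purmorphamine peaks, of which 51 (63.0%, 52.1 to 72.7) were purmorphamine-only, against 40.3% matched (difference 22.6 points, permutation p = 2e-04, adjusted 4e-04). The excess was present in 4 of the 6 regions that had peaks. Leaving out a region in turn gave 10.8 to 32.3 points, and the lowest of these was not past the threshold (permutation p = 0.0766), so the call rests on a single region. Gli1 carried 10 of the 51 peaks, and Ptch1 7. Control-only peaks at the loci were 25 of 58 (43.1%), against 41.2% matched (permutation p = 0.662, adjusted 0.662). Peaks of a locus are called together, so sets of other gene loci with as many peaks were drawn as well. This was done for the WT, Shh-/- and purmorphamine H3K27ac lists. Against those the WT-only excess of 27.02 points lay outside the range of 95% of sets (-11.6 to 8.95, permutation p = 2e-04, adjusted 6e-04). The purmorphamine-only excess was 22.5 points (range -19.5 to 19.6, permutation p = 0.0226, adjusted 0.0339), and the deficit of Shh-/- only peaks stayed within its range (-12.6 points, permutation p = 0.148, adjusted 0.148).

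The study had tested 5 regions by quantitative PCR, chosen from these libraries. All 5 belong to a class that it defines by H3K27ac in WT and its complete absence in Shh-/- limb buds. Their H3K27ac pattern in the limb lists therefore follows from that choice and is no independent check. All 5 overlapped a WT H3K27ac peak and none a Shh-/- H3K27ac or H3K27me3 peak. A WT H3K4me2 peak was present at 1 of them and a Shh-/- H3K4me2 peak at none. Purmorphamine peaks in NIH3T3 cells overlapped 3 regions and control peaks 1. The best-ranked WT peaks of the regions were at chromosome 1, 155212050 to 155213649 (an exon of BC034090 with an untranslated region), chromosome 2, 113640500 to 113640899 (an intron of Fmn1, 117747 bp from the start of Grem1), chromosome 5, 134073200 to 134073549 (between genes), chromosome 13, 63950350 to 63952049 (between genes) and chromosome 15, 86430450 to 86430799 (an intron of Tbc1d22a).

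Because unshared peaks were weaker and narrower, WT-only peaks were next compared with shared WT peaks of the same score decile and width decile. This set of tests had 10 members per list, and each p is from 10000 permutations of the WT-only and shared labels within those strata. H3K4me2 peaks overlapped 16.8% of 24067 WT-only peaks, against 26.0% of matched shared peaks (difference -9.26 points, SE over chromosomes 0.829, lower on 20 of 20 chromosomes, permutation p = 2e-04, adjusted 4e-04). A peak in both NIH3T3 conditions overlapped 20.6% of WT-only and 31.7% of matched peaks (-11.2 points, SE 0.659, lower on 20 of 20, permutation p = 2e-04, adjusted 4e-04). Promoters, taken as a window from 2 kb before to 1 kb after a transcription start, overlapped 20.2% against 29.0% (-8.87 points, SE 0.736, lower on 20 of 20, permutation p = 2e-04, adjusted 4e-04). Among the alternatives, no matching moved these 3 differences most, to -29.8, -27.8 and -23.0 points.

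The mirror comparison, of Shh-/- only with matched shared Shh-/- peaks, gave differences of the same sign: -17.1 points for H3K4me2, -17.4 for NIH3T3 peaks and -16.7 for promoters (each permutation p = 2e-04, adjusted 3.3e-04). Of Shh-/- only peaks with a Shh-/- H3K4me2 peak, 83.2% had a WT H3K4me2 peak, which was -4.68 points from matched shared peaks (permutation p = 2e-04, adjusted 3.3e-04). Overlap of Shh-/- only peaks with purmorphamine-only peaks differed by -0.515 points (permutation p = 0.029, adjusted 0.0363).

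Of WT-only peaks that had a WT H3K4me2 peak, 81.2% also had a Shh-/- H3K4me2 peak, against 80.8% of matched shared peaks (difference 0.397 points, SE 1.23, permutation p = 0.689, adjusted 0.689). With a gap of up to 500 bp counted as shared, that difference was -7.85 points (permutation p = 2e-04). Purmorphamine-only NIH3T3 peaks overlapped 3.97% of WT-only peaks and 3.83% of matched peaks, a difference of 0.138 points (SE 0.398, permutation p = 0.593, adjusted 0.659) that was not detectable. H3K27me3 peaks overlapped 166 WT-only peaks (0.690%, 0.593 to 0.802) against 0.491% matched (difference 0.199 points, permutation p = 0.03, adjusted 0.0375, higher on 15 of 20 chromosomes). Its SE over chromosomes was 0.107, so the difference was less than 2 SE from 0, and with only peaks under an FDR of 0.05 the difference was 0.135 points (permutation p = 0.121). WT-only peaks had another WT-only peak within 100 kb in 77.9% of 11312 cases, and matched shared peaks had another shared peak in 81.0% (difference -3.08 points, permutation p = 0.002, the smallest 1000 permutations can give, adjusted 0.00285). In the better-ranked 50% of the WT list that difference was 1.10 points (permutation p = 0.32).

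The GLI proteins, the transcription factors of the pathway, bind the consensus GACCACCCA. An exact match on either strand was present in 56 of 24067 WT-only peaks (0.233%, 0.179 to 0.302), where matched shared peaks gave 0.0971% or 23.4 peaks. The difference was 0.136 points (SE over chromosomes 0.0322, higher on 15 of 20 chromosomes, permutation p = 8e-04, adjusted 0.00133). In Shh-/- only peaks 14 of 16846 had the motif (0.0831%, 0.0495 to 0.140), against 0.113% matched (permutation p = 0.405, adjusted 0.405). The difference between these 2 differences was 0.166 points (SE 0.0517), higher on 16 of 20 chromosomes, with permutation p = 0.0019 when the lists were swapped chromosome by chromosome (adjusted 0.00285 over 3 such contrasts).

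Purmorphamine-only NIH3T3 peaks had the motif in 138 of 32013 cases (0.431%, 0.365 to 0.509), against 0.266% of matched shared peaks (difference 0.165 points, SE 0.0585, higher on 11 of 20 chromosomes, permutation p = 2e-04, adjusted 8e-04 over 4 lists). Control-only peaks had it in 61 of 37405 (0.163%, 0.127 to 0.209), against 0.287% (difference -0.123 points, permutation p = 0.0014, adjusted 0.00187), and matching on GC content as well changed that to -0.0547 points (permutation p = 0.112). Purmorphamine-only and control-only differences were 0.288 points apart (SE 0.0643, higher on 18 of 20 chromosomes, permutation p = 4e-04, adjusted 0.0012). Limb WT-only and NIH3T3 purmorphamine-only differences did not differ detectably (-0.0293 points, SE 0.0615, permutation p = 0.803, adjusted 0.803). Without matching, the WT-only and the purmorphamine-only difference both changed sign, to -0.326 and -0.462 points.

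**Figure D3:**
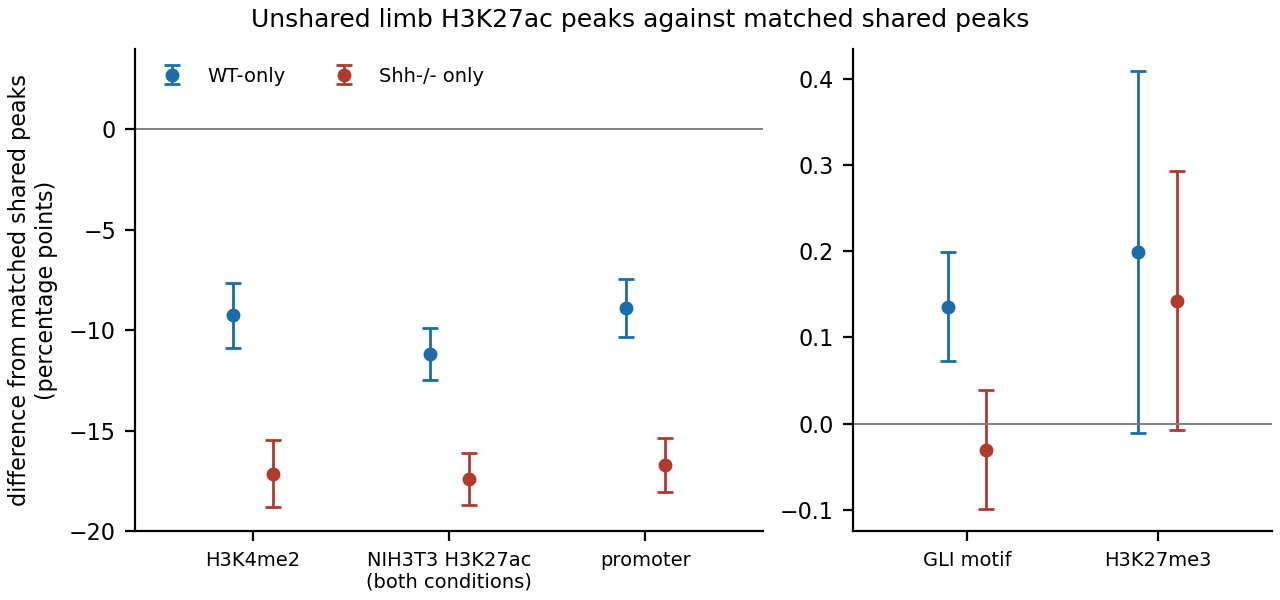
Difference in percentage points (vertical axis, 2 panels with their own scales) between unshared limb H3K27ac peaks and shared peaks of the same score and width decile that overlap each feature (horizontal axis), for WT-only and Shh-/- only peaks. Points are the differences and bars are 95% intervals from the SE over chromosomes. The H3K4me2, NIH3T3 and promoter differences are below 0 for both kinds of peak, and the GLI motif difference is 0.136 points for WT-only and -0.0300 points for Shh-/- only peaks.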

Values the study reported

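The study stated a sequencing depth above 40 M reads per sample. It reported that 58,720 of 59,729 H3K27ac peaks, or 98.3%, were found in both WT and Shh-/- limb buds. It reported 2,113 WT regions whose acetylation was significantly reduced or lost in Shh-/- limb buds. For H3K4me2 it gave 12 peaks with a reduction in Shh-/- limb buds.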

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

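The test of how often scaffold peaks recur was set before its result was seen. The comparison with shuffled peaks was chosen after it, as were the tests of their absence from the limb H3K27ac lists by chance and of the mark.

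Peaks on unplaced or unlocalized scaffolds are outside the comparisons above, and 5 of the lists held some. There were 28 in WT and 29 in Shh-/- limb H3K4me2, 16 in Shh-/- limb H3K27me3, and 34 in control and 30 in purmorphamine-treated NIH3T3 H3K27ac. Each number is above the 3 that a count of 0 allows. If they were chance calls they would recur between conditions no more often than other peaks, but 86.7% (Wilson interval 70.3 to 94.7) of the purmorphamine scaffold peaks overlapped a control peak, above the 63.5% of peaks on chromosomes, and 94.1% (80.9 to 98.4) of the control ones overlapped a purmorphamine peak, above 58.9%. For H3K4me2 the shares were 78.6% (60.5 to 89.8) in WT and 79.3% (61.6 to 90.1) in Shh-/- limb buds, whose intervals include the 74.3% and 77.5% of peaks on chromosomes. The excess over other peaks was thus shown in NIH3T3 cells only. Other peaks are a high bar, since H3K4me2 peaks shuffled within chromosomes overlapped in a mean of 1.53% (WT) and 1.52% (Shh-/-) of cases. The H3K4me2 scaffold shares lay far above those rates, which argues against chance calls there too, though scaffolds were not shuffled. Recurrent signal on collapsed or repeated sequence and true enrichment there both stay open, and no biological explanation was tested.

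Both limb H3K27ac lists held 0 scaffold peaks. At the rate of the limb H3K4me2 lists 71.0 would be expected over both lists, which argues against chance. At the rate of the NIH3T3 H3K27ac lists 33.5 would be expected, so a mark that gives no scaffold peaks at all is argued against as well. A step in the authors' alignment or filtering that was particular to the limb H3K27ac libraries is a candidate explanation, and a property of this mark in limb tissue stays open; neither was tested. The comparisons between lists use peaks on chromosomes and so leave scaffolds out, but whether such a step also changed peaks on chromosomes is unknown.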

How the results depend on the processing

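No paired analysis was possible because the deposited peak lists have no values per library. For the same reason the planned limma test, its replicate block and the fits without replicate 1 or 2 were not run. Read depth per library is unknown beyond the minimum that the study states, and it limits every share below, since a peak can be unshared because a library was shallower.

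The percent of peaks shared moved with most settings. In the order WT H3K27ac, WT H3K4me2 and purmorphamine H3K27ac it was 41.1%, 64.7% and 55.8% with an overlap of at least 50% of the peak, and 69.5%, 87.8% and 75.5% with a gap of up to 500 bp. Keeping the better-ranked 50% of every list gave 59.7%, 79.0% and 73.2%, and filtering only the classified list gave 75.1%, 96.4% and 84.0%. Lists of equal size gave 55.4%, 73.2% and 63.0%, merging within 1 kb gave 60.3%, 81.4% and 72.6%, and counting base pairs gave 59.7%, 71.4% and 70.4%. An FDR under 0.05 gave 50.4% for WT H3K27ac and 77.2% for WT H3K4me2 and removed no NIH3T3 peak. In the other direction, in the order Shh-/- H3K27ac, Shh-/- H3K4me2 and control H3K27ac, the same settings gave 53.2%, 71.0% and 48.8% with 50% overlap, 79.1%, 89.5% and 73.1% with the gap, 70.7%, 79.2% and 69.6% with the better-ranked 50% of every list, 82.7%, 96.0% and 83.1% with only the classified list filtered, 59.6%, 79.1% and 60.1% with equal sizes, 68.2%, 81.5% and 70.6% with merging, and 70.5%, 79.3% and 66.0% in base pairs. An FDR under 0.05 gave 63.4% and 79.9% in the Shh-/- lists. H3K4me2 stayed above H3K27ac in the limb under all these settings, in both directions. A stricter overlap rule lowers a share and a gap raises it by construction; for the other settings the cause was not tested.

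Among the matched differences, H3K4me2, NIH3T3 peaks in both conditions and promoters kept their sign and stayed past the threshold under every alternative tried. The H3K27me3 difference fell to 0.0238 points with the better-ranked 50% of every list and 0.135 with an FDR under 0.05, neither past the threshold, and was -0.0681 with no matching. It was past the threshold at 0.609 points with a gap of up to 500 bp, 0.388 with the better-ranked 50% of the WT list, 0.274 on autosomes only and 0.206 with 50% overlap. Retention of H3K4me2 had no stable direction. It was past the threshold at 2.80 points with 50% overlap (permutation p = 0.006). It was also past it on the other side of 0, at -7.85 with a gap of up to 500 bp and -6.46 with no matching (each permutation p = 2e-04). With the better-ranked 50% of the WT list it was -1.98, short of the threshold. Overlap with purmorphamine-only peaks rose past the threshold to 0.959 points with the gap, 0.735 with the better-ranked 50% of the WT list and 0.992 with no matching. Clustering turned to 1.10 points in the better-ranked 50% of the WT list. Apart from no matching, for which the self-test shows a bias of its own, the cause was not tested.

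The GLI motif difference at WT-only peaks was 0.112 points (permutation p = 0.214) with the better-ranked 50% of every list, where fewer peaks were tested, and 0.419 (permutation p = 0.0654) with 1 mismatch allowed, both short of the threshold. It was -0.326 with no matching. Purmorphamine-only peaks kept their motif difference except with no matching (-0.462). The excess at target loci kept its sign and its side of the threshold in WT limb and purmorphamine lists under every alternative tried. The deficit of Shh-/- only peaks at these loci was -8.28 points with the gap, -4.67 with the better-ranked 50% of every list and -0.854 with the better-ranked 50% of the Shh-/- list, all short of the threshold, and it was -21.4 with 50% overlap and -24.1 with no matching, both past it. For the lists without stimulation, the Shh-/- only motif difference was 0.00331 points, on the other side of 0, in the better-ranked 50% of that list, while with 50% overlap it was -0.0875 and with no matching -0.297, both past the threshold. Control-only peaks at the target loci were -2.79 points with the gap and -7.53 in the better-ranked 50% of the control list, neither past the threshold. In the counts that follow, a difference was left as it was if it kept its sign and its side of the threshold, whatever its size. The H3K4me2 difference thus counts as left although it went from -9.26 to -29.8 points with no matching. Any change of a percent shared counts as moved. Limited changes in the peaks at a locus, such as from 15 to 21 at Hand2 with 50% overlap, count as left. Among the 191 alternatives of results of the planned design, 107 left the result as it was, 70 moved it, 4 weakened it, 4 strengthened it and 6 reversed it. Among the 49 alternatives of results added after the data were examined, which are the pooled target loci and the motif in lists other than WT, 40 left the result as it was, 3 weakened it, 2 strengthened it and 4 reversed it.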

Other observations

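The tests of dispersion between blocks, of neighbouring blocks and of chromosome shares were chosen after the result was seen, and the others before. The comparison of merged calls with thinned calls was added after the merged value was seen, and the adjusted p for the chromosomes was made the deciding value after the raw p was seen.

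The percent of WT H3K27ac peaks shared with Shh-/- limb buds was 51.5%. That is lower than the value quoted from the study above. The quoted share is of merged regions, each judged by reads against input, and not of overlapping calls, and whether these lists are the ones the study merged is unknown. The number of WT-only H3K27ac peaks was 24073. That is higher than the number of reduced regions quoted from the study above, which came from read counts and not from overlap of calls. The number of WT H3K4me2 peaks with no Shh-/- overlap was 9414. That is higher than the number of reduced peaks quoted from the study above, which also came from read counts and not from overlap of calls. Of these unshared WT H3K4me2 peaks, 52.5% lay within 500 bp of a Shh-/- H3K4me2 peak.

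Most differences between WT-only and shared H3K27ac peaks may say little about Hedgehog. If any peak called in a single condition tends to be less often marked elsewhere, Shh-/- only peaks should show the same, and they did: -17.1 points for H3K4me2, -17.4 for NIH3T3 peaks and -16.7 for promoters. These values fit an effect of being unshared, whichever list the peak comes from, such as residual weakness within a score decile. Only the sign was common to both lists. The WT-only differences were smaller, at -9.26 (SE over chromosomes 0.829), -11.2 (SE 0.659) and -8.87 points (SE 0.736). The SEs of the Shh-/- only differences were 0.843, 0.665 and 0.684, so the gaps in size are wider than the SEs. This argues against an effect of equal size in both lists. The gaps themselves were not tested, and a part specific to WT or to Shh-/- stays open.

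The GLI motif behaved otherwise. The consensus ranked 6 among the 504 orders of its letters, so base composition is argued against. With GC content matched as well the difference was 0.145 points, and with promoter overlap matched 0.138, so neither accounts for it. Shh-/- only peaks gave -0.0300 points and so did not share the excess. In NIH3T3 cells the excess at purmorphamine-only peaks had the opposite sign in control-only peaks (-0.123 points), though with GC content matched that was no longer past its threshold (-0.0547 points). A candidate explanation is that peaks called only with the pathway active include GLI-bound elements, in both systems. For the limb, the study mapped binding of the GLI protein GLI3 and reported bound regions whose acetylation is reduced or lost in Shh-/- limb buds. It found GLI motifs in a higher share of those than of bound regions with stable acetylation. GLI binding was not examined here, so for the peaks of these lists, and for NIH3T3 cells, the explanation remains a hypothesis. The motif was present in 56 of 24067 WT-only peaks, so it bears on few of them, and the difference is short of the threshold with 1 mismatch allowed (0.419 points).

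At the Hedgehog target loci the share of WT-only peaks (69.7%) lay above the matched range of 35.2% to 50.4%, so peak score and width do not account for it. Sets of other loci with as many peaks reached such an excess with permutation p = 2e-04, which argues against calls of a locus merely moving together. Shh-/- only peaks were fewer than matched (-12.6 points), so an excess of unshared calls of either kind is argued against; the deficit itself depends on Hand2 and on the processing. The loci are known from this study, so a biological reading stays a hypothesis from chosen loci.

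Calls made in a single NIH3T3 condition were grouped along the genome. In 5 Mb blocks with at least 20 such calls, the split between purmorphamine-only and control-only varied 16.2 times as much as independent calls would (462 blocks), where shuffled calls reached at most 1.27. The same measure was 2.35 for limb H3K27ac (487 blocks) and 1.01 for limb H3K4me2 (371 blocks). At the extremes, chromosome 10 from 35000001 to 40000000 had 474 purmorphamine-only and 96 control-only calls, chromosome 13 from 15000001 to 20000000 had 318 and 41, and chromosome 9 from 50000001 to 55000000 had 94 and 412. Calls that come and go independently are argued against. Copy number of whole chromosomes or arms would make neighbouring blocks alike, but their r was 0.0734 (95% interval -0.025 to 0.170, 399 pairs). With calls within 10 kb merged the value fell to 1.73 over 133 blocks, below the 2.65 to 3.56 that the same reduction in calls gives without merging. This is consistent with several calls of a broad acetylated domain appearing or disappearing together. Whether such a domain is a single element cut into pieces or several elements, and whether short copy number changes or drift between cultures contribute, was not tested.

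By chromosome, purmorphamine-only calls were 33.4% of single-condition calls on X and 58.8% on chromosome 13, against 46.1% overall. Shuffling the 5 Mb blocks gave permutation p = 0.028, and 0.0839 adjusted over 3 comparisons, so a difference in list size alone cannot be told apart from a real difference between chromosomes. The shares in the left and right parts of the 20 chromosomes had a Pearson r of 0.364 (permutation p = 0.115, adjusted 0.344) and a Spearman rho of 0.316 (permutation p = 0.179); without the 2 chromosomes farthest from the median r was 0.0114, so the relation rests on those. Whether a few loci per chromosome carry the difference stays open with this number of chromosomes.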
